A study of Mus musculus with 36 samples. Its data were reported in "SFPQ-TFE3 reciprocally regulates mTORC1 and induces lineage plasticity in a mouse model of renal tumorigenesis" (2025).

How the data were processed

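RNA was measured in 36 libraries of mouse tissue that had been fixed in formalin and embedded in paraffin. Per the labels, total RNA was made into stranded libraries without removal of ribosomal RNA. Tissue came from mice in which a Cre recombinase driven by the Sglt2 or the Pax8 promoter switches on the ASPSCR1-TFE3 gene fusion, the fusion found in a subset of translocation renal cell carcinomas, and from controls. The Sglt2-Cre table held 28 libraries and the Pax8-Cre table held 8. The paper named for the study described mice with other TFE3 fusions, has its own deposited data, and took only a set of genes from an ASPSCR1-TFE3 mouse model for comparison. Nothing in the labels shows that these samples were generated for the paper. Its methods cite the deposit that holds them as a source of gene sets from published studies. Its themes guided the gene lists.

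The authors deposited raw counts per gene, with no normalization. The aligner, counter and annotation were not stated. Gene identifiers were versioned Ensembl mouse IDs. Of 53379 genes, 53274 matched the GENCODE mouse release M21 annotation (build GRCm38) when the version was ignored and 50604 matched with it. All coordinates are from that annotation, which may not be the release the authors used. Of all genes, 159 shared a symbol with another gene and were kept apart by their ID. In every library, between 79.04% and 84.33% of the counts from 1 to 20 were even. Counting of both mates of a read pair would give such an excess, so the number of independent fragments is lower than the counts. A test on halved counts was added for that reason. Totals ranged from 80205573 to 121415057 counts per library, and 15012 genes had no count in any library. Reads without molecular identifiers are not independent molecules, so a floor of 3 counts covers counting error only. How reads shared by similar genes, such as those of the Ugt family, were counted is not known.

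Libraries from the same mouse and group were summed, because the mouse is the independent unit. Libraries from the same mouse were not duplicates of each other. Mice are named here by number, mouse 1 to mouse 6, in the order of the kidney tumor replicates, and controls likewise. Each of 7 comparisons was fitted on its own groups with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the filterByExpr filter and the quasi-likelihood F-test. Benjamini-Hochberg adjusted p-values under 0.05 were called. Standard errors (SE) were computed as the size of the log2 fold change divided by the square root of the F statistic. Levels are TMM-normalized CPM, counts scaled to a common library total, given as mean ± SD over mice. A further fit tested whether the effect of the fusion differed between the Sglt2-Cre and the Pax8-Cre model.

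Lists of genes were tested with fry, and p-values were adjusted over 112 tests of 16 lists in 7 comparisons. The lists covered MiT/TFE targets, melanocytic and PEComa markers, V-ATPase subunits, mTORC1 regulators, renal lineage factors, keratins, proximal tubule, distal nephron and collecting duct, peroxisome, proliferation, smooth muscle and mesenchyme, brain, skeletal muscle, blood, leukocytes and nephron progenitors. Some genes belonged to more than 1 list, among them Gpnmb, Cd68, Pvalb and the Rag and folliculin genes. The groups, tests, lists and most alternatives were fixed before the data were examined. Any gene of these lists could be named. Beyond them, the text names the 5 largest rises and the 5 largest falls among genes called in a comparison, with an average log2 CPM of at least 4 and every mouse of one group above every mouse of the other. Some of these genes are not reported here. Gm3608 falls outside that rule and was chosen after its values were seen.

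The edgeR, DESeq2 and fry code was tested on simulated data made from the real means and library sizes, with 200 genes changed. All of these changes were several-fold, so the shares recovered do not hold for smaller changes. All genes and both groups were given the same spread, whereas real genes and groups differ in spread. False calls in the real data may therefore differ in number. At the common spread estimated for the kidney tumor and control groups, edgeR recovered 59% of the changed genes among 23119 genes, with 1 false call. It recovered 90% among 20729 genes for non-transformed against control kidneys, with 9 false calls, and 48% among 22233 genes for the fetal groups, with 4 false calls. DESeq2 recovered 72%, 89% and 62.5% in the same simulations, with 41, 26 and 38 false calls.

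Alternatives were other scaling factors (RLE and upper quartile), DESeq2 1.42.0, other filters, all groups in a joint fit, thinned counts, a test against a 1.5-fold change, sex as a covariate, every library as its own sample, limma-voom (limma 3.58.1) with mouse as a random block, a fixed block, and fits that each left out a mouse or fetus. Halved counts and offsets for GC content and transcript length were added after the data were seen. Sex was read from Y-linked transcripts, with more than 50 CPM called male. Tissues of the same animal pair the samples. The deviations of same-mouse tissues from their group means correlated across genes at 0.016 to 0.171 for kidney tumors and non-transformed kidneys, 0.137 to 0.259 for retro-orbital and kidney tumors, and -0.046 to -0.018 for brain and kidney tumors. Fetuses share only a title prefix. The labels gave no sequencing batch.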

Results

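Gene expression was profiled in a mouse model of translocation renal cell carcinoma. In the Sglt2-Cre model, 6 mice with the ASPSCR1-TFE3 fusion gave 11 kidney tumor, 4 retro-orbital tumor, 3 brain tumor and 4 non-transformed kidney libraries, and 3 Sglt2-Cre control mice gave 6 kidney libraries. In the Pax8-Cre model, kidneys came from 5 fetuses with the fusion, called dysmorphic in the labels, and from 3 age-matched control fetuses. Depth was similar in the groups. Totals were 95205356 to 119317777 counts in kidney tumors, 94062687 to 119833557 in retro-orbital tumors, 103605098 to 110987143 in brain tumors, 80205573 to 121415057 in non-transformed kidneys, 106242404 to 120153158 in control kidneys, 97459155 to 118318077 in dysmorphic fetal kidneys and 105989967 to 116424654 in control fetal kidneys. Y-linked transcripts marked mouse 1 and mouse 5 as male, while the other fusion mice and every Sglt2-Cre control were female.

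The fusion partners were examined first. The level counted under mouse Tfe3 (ENSMUSG00000000134.17, chromosome X, 7762560 to 7775202) was 26.5 ± 5.88 CPM (SD, n = 6) in kidney tumors and 21.8 ± 3.7 CPM (n = 3) in control kidneys. The log2 fold change was 0.31, with an edgeR adjusted p of 0.353. Aspscr1 fell by 0.37 on the log2 scale, with an edgeR adjusted p of 0.226. Neither difference was past the threshold, and the groups overlapped. Whether reads of the transgene were counted under the mouse genes was not analysed here.

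To ask which genes change in tumors, kidney tumors were compared to control kidneys. Of 23578 genes tested, 4474 were called, 2940 higher and 1534 lower. The groups did not overlap for 29.66% of the genes, against 2.381% by chance. As a ratio this count moved most without control mouse 2, to 1163. It was 1857 in a test against a 1.5-fold change and 9405 with every library as its own sample. Gpnmb, a lysosomal glycoprotein gene (ENSMUSG00000029816.10, chromosome 6, 49036546 to 49070929), was 4870 ± 1700 CPM (SD, n = 6) in kidney tumors and 2.09 ± 0.474 CPM (n = 3) in controls, a log2 fold change of 11.21 (SE 0.55, edgeR adjusted p 8.5e-05). Rragb (chromosome X, 153139981 to 153171943) had a log2 fold change of 5.04 (SE 0.39, edgeR adjusted p 0.000166), Gla of 5.15 (SE 0.51, edgeR adjusted p 0.000386) and Rragd of 1.64 (SE 0.43, edgeR adjusted p 0.0298). The proliferation marker Mki67 rose by 2.77 on the log2 scale. Each of these genes was higher in 6 of 6 mice than in any control mouse. The largest rises were in Gm7298, Gm14461 and Nmrk2, whose control libraries all held at most 3 counts. Their tumor means were at least 1640-fold, 1180-fold and 1010-fold higher than that floor. These means lean on a mouse far above the next: 191 and 43.8 CPM for Gm7298, 111 and 39.4 CPM for Gm14461, and 100 and 29.9 CPM for Nmrk2. The next largest rises were those of Ivl and Ugt2b35, with log2 fold changes of 12.56 and 12.38. Among the largest falls were those of Pik3c2g, Gm10639, Slc25a25 and Osgin1, from -3.19 to -2.44.

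**Figure D1:**
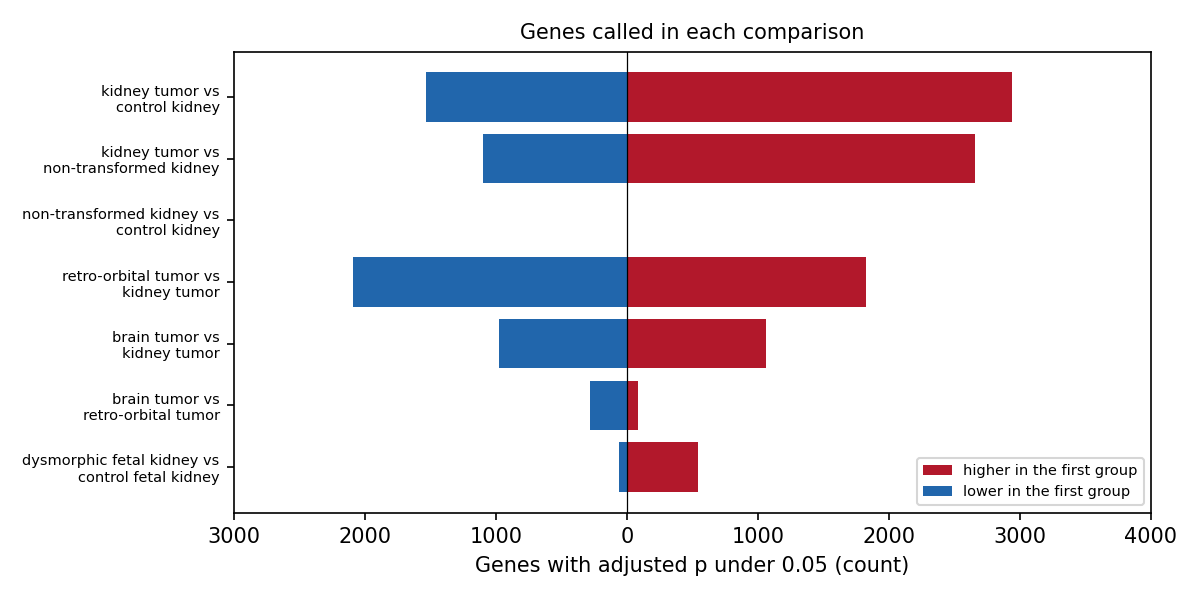
Genes with an adjusted p under 0.05 in each of the 7 comparisons, with the number higher in the first group to the right of 0 and the number lower to the left. Kidney tumors differed from control kidneys in 4474 genes and non-transformed kidneys in 2.

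Renal lineage factors were lower in kidney tumors. Pax8 (ENSMUSG00000026976.15, chromosome 2, 24420560 to 24475599) was 41.3 ± 8.51 CPM (SD, n = 6) compared to 64.2 ± 2.08 CPM (n = 3) in controls, a log2 fold change of -0.62 (SE 0.17, edgeR adjusted p 0.038). Lhx1 fell by 1.95 on the log2 scale, with an edgeR adjusted p of 0.0153. Pax2 (ENSMUSG00000004231.15, chromosome 19, 44756045 to 44837871) fell by 0.25, which was not past the threshold (edgeR adjusted p 0.405). Lrp2, a proximal tubule transcript, was 2020 ± 1990 CPM (n = 6) in tumors and 6390 ± 92.9 CPM (n = 3) in controls, and its fall was not called (edgeR adjusted p 0.136).

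The lists were tested in the same fit with fry. The median log2 fold change was 1.57 for MiT/TFE targets (adjusted p 0.00565), 5.88 for melanocytic and PEComa markers (5.75e-07; 5.71 with the gene at the floor in controls set to its bound), 1.31 for mTORC1 regulators (0.0102) and 3.12 for proliferation (1.42e-05). Medians were -1.53 for renal lineage factors (0.0124) and -0.94 for peroxisome (0.0389). Of the 18 MiT/TFE targets, 14 were called over all genes tested and 16 when adjusted over the list alone. For melanocytic and PEComa markers these were 7, of which 6 were higher and 1 lower, and 8 of 8, and for peroxisome 4 and 6 of 20. For renal lineage factors both counts were 3 of 6, for mTORC1 regulators 7 of 12, and for proliferation 15 of 15. V-ATPase subunits (median 0.55, adjusted p 0.13), proximal tubule (-1.83, 0.13), distal nephron and collecting duct (-2.24, 0.301), leukocytes (1.66, 0.104), brain (1.53, 0.301), skeletal muscle (3.01, 0.399), keratins (-0.65, 0.71), smooth muscle and mesenchyme (-0.10, 0.693), blood (-0.32, 0.547) and nephron progenitors (-0.49, 0.856) were not called. Of the 10 V-ATPase subunits, however, 9 were higher and 4 were called as single genes, all of them higher. Over all comparisons fry called 24 of 112 tests. Camera with a preset correlation of 0.01 called 47, including 23 of those, and camera with an estimated correlation called 0. For kidney tumors against controls, the preset camera also called proximal tubule (adjusted p 0.00015), leukocytes (0.017) and V-ATPase subunits (0.0476). The other lists that fry did not call there were not called by the preset camera. The number of fry calls fell to 14 without mouse 3.

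Kidney tumors were next compared to non-transformed kidneys of 4 of the same mice. Of 21930 genes, 3755 were called, 2654 higher and 1101 lower, and 847 with mouse as a block, of which 827 were among the 3755. Without mouse 3 the count was 1252. Gpnmb had a log2 fold change of 4.20 (SE 0.53, edgeR adjusted p 0.000878) and Rragb of 4.12. Pax8 fell by 0.31 (edgeR adjusted p 0.174), and Pax2 was not called (edgeR adjusted p 0.993). Col10a1 rose most, by 8.15, followed by Gm7298, Ugt2b35, Hsd3b6 and Trpm1. Acnat1, F5, Prodh, Cgref1 and 4931406C07Rik fell most, from -1.96 to -1.85. The lists called against controls were called here as well, with the same directions. Their fry adjusted p-values were 0.00428 for MiT/TFE targets, 0.00062 for melanocytic and PEComa markers, 0.00395 for mTORC1 regulators, 0.0192 for renal lineage factors, 0.0157 for peroxisome and 2.74e-06 for proliferation. V-ATPase subunits were again not called (fry adjusted p 0.0611), with 9 of 10 higher and 5 called higher as single genes.

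Non-transformed kidneys were compared to control kidneys to ask what changes without a visible tumor. Of 21019 genes, 2 were called, while 2462 had an unadjusted p under 0.05. Groups did not overlap for 10.88% of genes, against 5.714% by chance. Gpnmb was 263 ± 175 CPM (SD, n = 4) in non-transformed kidneys, a log2 fold change of 6.97 (SE 0.67, edgeR adjusted p 0.0483), and Gm3608 was 6.58 ± 0.995 CPM compared to 0.758 ± 0.0861 CPM (edgeR adjusted p 0.0143). When any of the 3 control mice was left out, 0 genes were called, with 1215 to 3390 at an unadjusted p under 0.05, and 10 were called without mouse 5. MiT/TFE targets (median 0.07, fry adjusted p 0.0415) and renal lineage factors (median -0.30, fry adjusted p 0.0415) were called. Only 11 of the 18 MiT/TFE targets were higher and 1 was called as a single gene, and of the 6 renal lineage factors 0 were called as single genes, while 6 of 6 were lower.

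**Figure D2:**
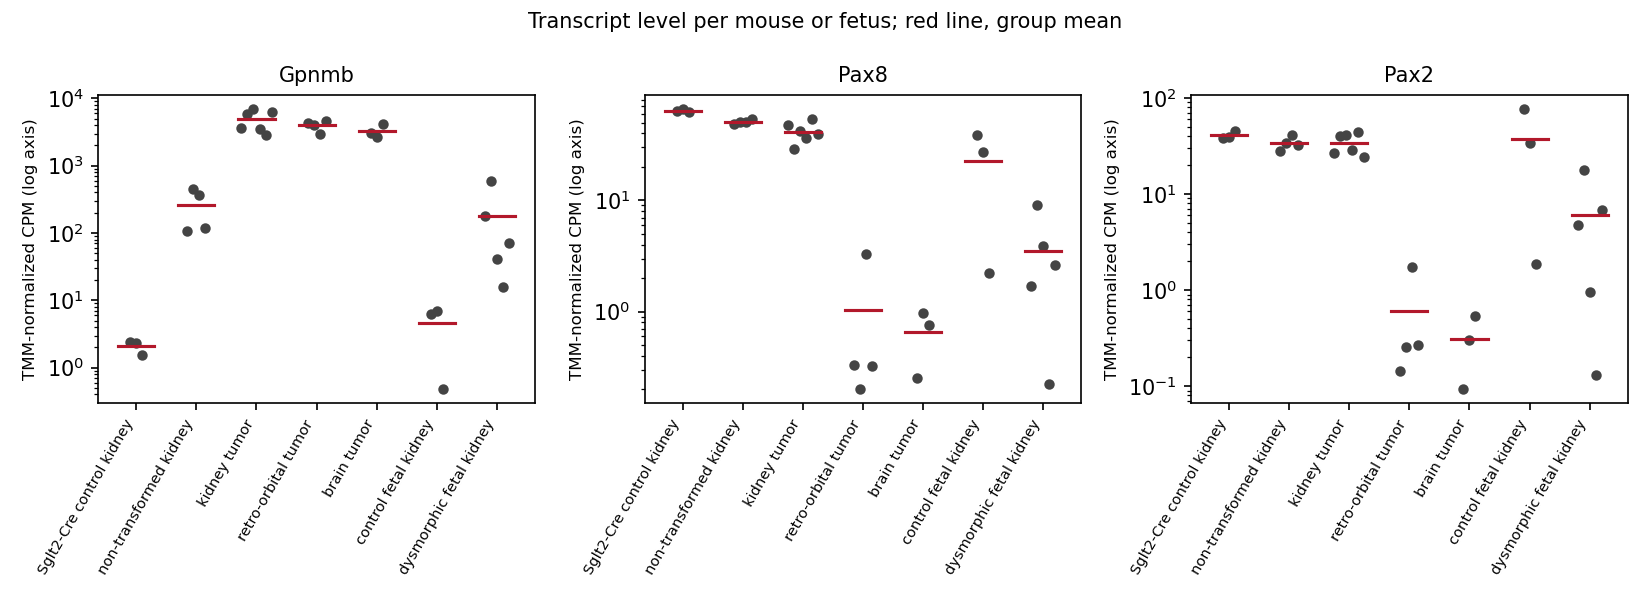
TMM-normalized CPM of Gpnmb, Pax8 and Pax2 on a log axis, with a point for each mouse or fetus and a red line at each group mean. Gpnmb averaged 4870 CPM in kidney tumors and 2.09 CPM in control kidneys, and Pax8 averaged 41.3 CPM in kidney tumors and 1.03 CPM in retro-orbital tumors.

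Tumors at other sites were compared to kidney tumors. Retro-orbital tumors differed in 3919 of 22136 genes, 1828 higher and 2091 lower. Which direction held more genes depended on the processing. More genes were higher than lower under 8 of 15 other settings and in 6 of 6 fits that left out a mouse. Upper quartile factors, which shifted the median of all genes by 0.112 on the log2 scale, gave 2205 higher and 1608 lower. Without mouse 3 the count was 1635. Pax8 was 1.03 ± 1.5 CPM (SD, n = 4), a log2 fold change of -5.35 (SE 0.90, edgeR adjusted p 0.00426), and Pax2 of -5.86 (SE 0.80, edgeR adjusted p 0.0019). Eya1 fell by 4.69, with overlapping groups. Rragb was 1.15 higher on the log2 scale (edgeR adjusted p 0.0168), and Gpnmb was not called (edgeR adjusted p 0.398). Tac2 rose most (8.69), followed by Gpr22, Lgr6, Nexmif and Moxd1. Hsd3b6 had the largest fall, and fell by 9.18, followed by Acsm3, Pklr, Ugt2b37 and Ugt1a8. Brain tumors differed from kidney tumors in 2044 of 23391 genes, 1062 higher and 982 lower, and in 0 with mouse as a block over 3 pairs, where 2870 genes had an unadjusted p under 0.05. More genes were lower than higher under 5 of 15 other settings and in 4 of 6 fits that left out a mouse. Without mouse 2 the count was 300. Pax8 had a log2 fold change of -5.90 (SE 0.51, edgeR adjusted p 0.00142) and Pax2 of -6.74 (SE 0.63, edgeR adjusted p 0.00198). Rragb was 1.24 higher (edgeR adjusted p 0.0426), and neither Gpnmb nor Eya1 was called (edgeR adjusted p 0.337 and 0.404). Rims1, Neto1, Kcna1, Lrp1b and Sez6l rose most, from 5.37 to 7.06, and Hsd3b6, Ugt1a8, Ugt2b37, Ugt2b35 and Ugt1a9 fell most.

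Renal lineage factors were lower in retro-orbital (median -5.05, fry adjusted p 0.00153) and brain tumors (-5.07, 0.000464) than in kidney tumors, as was the peroxisome list (-1.52, 0.0144 and -1.22, 0.0479). Tubular transcripts were left at 17.5%, 58.7% and 64.9% of control in the kidney tumors of mice 1, 4 and 5. They were at 0.513% to 1.7% in mice 2, 3 and 6. Remaining kidney tissue in some kidney tumors could thus lower such lists at other sites, which was not tested. Nephron progenitors were lower in retro-orbital tumors (-3.16, 0.0087). Fry also called melanocytic and PEComa markers higher there (0.08, 0.0087), but only 4 of the 8 genes were higher, 1 gene was called, and camera with the preset correlation did not call the list (0.273). Proliferation was higher in retro-orbital tumors (0.99, 0.00752) and not called in brain tumors (1.12, 0.13). In the direct comparison of the 2 sites, proliferation was not called (0.08, 0.986).

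Brain and retro-orbital tumors differed in 364 of 21037 genes, 83 higher and 281 lower in brain tumors. The count was 0 without mouse 2, with 3141 at an unadjusted p under 0.05, and 1316 without mouse 1. Osr2 had the largest fall, and fell by 9.63 on the log2 scale (SE 0.44, edgeR adjusted p 0.00152), followed by Lgr6, Nos1, Fap and Olfr558. Nlgn1 rose most, by 7.35, followed by Rims1, Rims2, Sez6l and Zic5. Acta2 fell by 1.93 (edgeR adjusted p 0.0399), and the smooth muscle and mesenchyme list was lower (median -1.37, fry adjusted p 0.0298).

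In the Pax8-Cre model, dysmorphic fetal kidneys differed from control fetal kidneys in 605 of 22690 genes, 544 higher and 61 lower. The count was 0 in 6 of the 8 fits that each left out a fetus, with 3209 to 4615 genes at an unadjusted p under 0.05. It was 1247 without dysmorphic fetus 2, 5 with sex as a covariate, and 0 against a 1.5-fold change, where 2381 had an unadjusted p under 0.05. Of the dysmorphic fetuses 3 were male, and of the controls 1. Pmel had a log2 fold change of 4.98 (SE 0.95, edgeR adjusted p 0.0402) and Krt15 of 3.42 (SE 0.63, edgeR adjusted p 0.0395), followed by Cilp, Chrng and C1qtnf3. Acta1 and Ckm, of skeletal muscle, rose by 1.89 and 1.97. Mme had the largest fall, and fell by 2.32, followed by Cth, Tbx3, Tmem243 and Podxl. Gpnmb was higher in 5 of 5 fetuses, with a log2 fold change of 5.29 that was not called (SE 1.54, edgeR adjusted p 0.11). Pax8 and Pax2 fell by 2.70 and 2.62, also not called (edgeR adjusted p 0.209 and 0.33). Control fetus 3 was low for both, at 2.23 and 1.87 CPM, while the other controls reached 39 and 77 CPM. The share of kidney in each fetal sample was not tested, and falls of kidney transcripts depend on it. Tfe3 was not called (edgeR adjusted p 0.979). Melanocytic and PEComa markers (median 3.08, fry adjusted p 0.00565) and skeletal muscle (2.06, 0.0138) were the lists called.

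To compare the models, log2 fold changes were correlated across the 21367 genes tested in both. Pearson's r was 0.3359 and Spearman's rho 0.2847 across genes, which are not independent replicates. Of 161 genes called in both, 156 changed in the same direction (96.89%, 95% Clopper-Pearson interval 92.9% to 98.98%). Of these, 147 were higher in both and 9 lower in both. Most calls in each model were rises (2940 of 4474 and 544 of 605), which by itself raises the share that matches. The interval also treats genes as independent. The effect differed between the models for 2185 of 24444 genes, 956 without control mouse 2. The log2 change of Gpnmb was 5.98 larger in kidney tumors (SE 1.39, edgeR adjusted p 0.0159). For Pax8 and Pax2 the difference was not called (edgeR adjusted p 0.263 and 0.326).

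**Figure D3:**
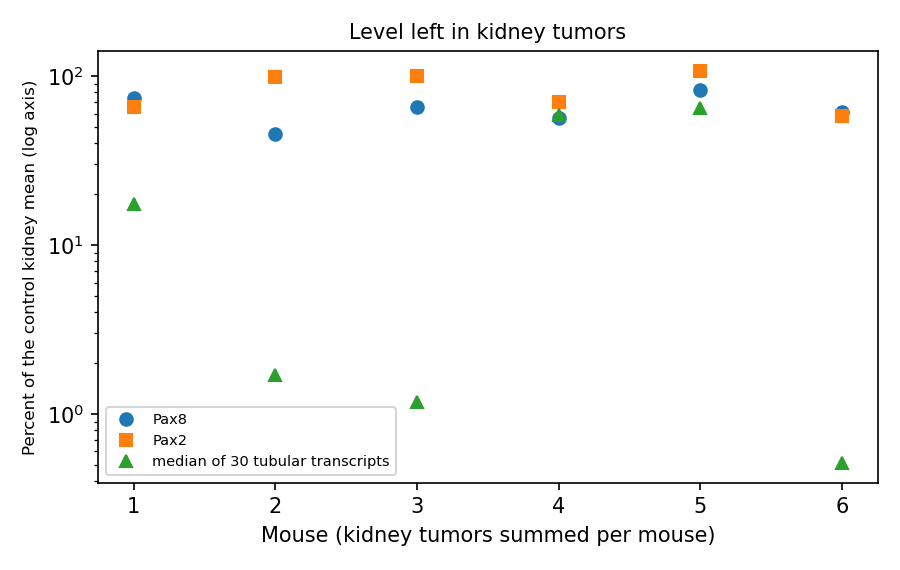
Level left in the kidney tumors of each of the 6 mice, as a percent of the control kidney mean on a log axis, for Pax8, Pax2 and the median of 30 tubular transcripts. The tubular median ranged from 0.513% to 64.9%, while Pax8 stayed between 45.5% and 83.2%.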

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

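The explanations in this part were tested after the outlying values had been seen, though the results of the carry-over tests had not. A sample far from the others of its group was found for 23 of 102 gene levels. About 5.1 would be found if levels in CPM were normally distributed. Only 1 of the samples found was a low one, so levels are skewed and 5.1 is not the number due to chance. Groups of 3 mice or fetuses were not screened. Fold changes rest on few mice where a sample stands far from the others.

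In the kidney tumors of mouse 4, neuronal transcripts stood far above the next mouse: Sez6l at 10.2 CPM, Neto1 at 8.71 CPM, Kcna1 at 5.77 CPM and Rims1 at 2.78 CPM. If brain tissue or brain RNA were in these samples, other brain transcripts would be highest there too, and 91.7% of the 12 brain transcripts were, against 16.7% by chance. Carry-over of brain tissue or RNA may therefore explain them, and expression by the tumor itself stays open. Nmrk2 (100 CPM), Gm10639 (33.0 CPM) and Lhx1 (9.83 CPM) were also highest in this mouse, with no explanation tested.

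In the retro-orbital tumor of mouse 5, Pklr was at 3.57 CPM, Pax8 at 3.28 CPM, Pax2 at 1.75 CPM, Nlgn1 at 1.04 CPM and Ugt2b37 at 0.696 CPM, above the 3 other retro-orbital tumors. Another 25 transcripts that are far lower in retro-orbital than in kidney tumors were examined, and 100% were highest in this sample, against 25% by chance. Kidney or kidney tumor material in the sample could account for this, and a tumor that kept more of the kidney program stays open. Nlgn1 was named for its rise in brain over retro-orbital tumors, and its level was not explained by this test. The kidney tumor of the same mouse was highest for Acsm3 (692 CPM), Ugt2b37 (132 CPM), Gm14461 (111 CPM), Moxd1 (54.9 CPM), Aspscr1 (42.3 CPM), Lgr6 (12.5 CPM) and Gpr22 (9.76 CPM). Gpr22, Lgr6 and Moxd1 are among the 5 largest rises in retro-orbital against kidney tumors. Both tumors of this mouse thus held transcripts typical of the other. A kidney program kept in the retro-orbital tumor would not by itself raise these genes in the kidney tumor. No explanation was tested for the genes highest in this kidney tumor. None was tested for Gm7298 at 191 CPM in mouse 6 or Col10a1 at 0.129 CPM in the non-transformed kidney of mouse 1.

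Gpnmb (595 CPM) and Pmel (111 CPM) were far higher in dysmorphic fetal kidney 2 than in the other 4. Without it, 1247 genes were called in place of 605. Pigment cells in the fetal samples are a candidate explanation for Pmel. The 3 pigment cell transcripts of no other list all rose, with a median log2 fold change of 2.07. None of the 3 was called. In kidney tumors, where Pmel rises as well, Oca2 was called higher at a low level, 0.324 CPM compared to 0.003 CPM (edgeR adjusted p 0.0126), while Sox10 and Slc45a2 were not called (edgeR adjusted p 0.997 and 0.742). A response of Pmel to the fusion stays open.

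The effect of the fusion differed between the models for 2185 genes, and for Gpnmb by 5.98 on the log2 scale. Of 100 groupings of the mice and fetuses within each model, the real one included, 2 gave as many genes. Age, tissue, Cre driver and tumor content all differ between the models and stay open, untested.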

How the results depend on the processing

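Where a count moved, the cause was not tested unless stated. Scaling by RLE factors kept the counts of genes called within 1.5 times in the 7 comparisons and for the difference between the models. Transcript length offsets, halved counts and thinned counts did so in the 7 comparisons, where they were run. GC offsets did so except for non-transformed kidneys, with 1 gene called. Halved counts and the offsets were chosen after seeing the data.

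The DESeq2 Wald test called more genes in every comparison: 7079 for kidney tumors against controls, 6004 against non-transformed kidneys, 493 for non-transformed kidneys, 5996 for retro-orbital and 5115 for brain tumors against kidney tumors, 3087 for brain against retro-orbital tumors, 2731 for fetal kidneys and 3712 for the difference between the models. In simulations of several-fold changes, with the same spread for all genes, it made more false calls than edgeR. It also recovered more changed genes there for kidney tumors and fetal kidneys. Against a 1.5-fold change the counts were 1857, 1408, 1, 1540, 789, 140 and 0 in the order of the 7 comparisons, fewer by construction. With every library as its own sample, which ignores that libraries share a mouse, 9405, 227 and 4052 genes were called for kidney tumors against controls, non-transformed kidneys and brain against kidney tumors.

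limma-voom with mouse as a random block called 7446, 6486, 5 and 3751 genes for kidney tumors against controls and against non-transformed kidneys, for non-transformed kidneys, and for brain against kidney tumors. For kidney tumors more genes were then lower than higher, 3859 and 3587 against controls and 3666 and 2820 against non-transformed kidneys. It could not be fitted for brain against retro-orbital tumors. A fit of all groups called 5 genes in non-transformed kidneys, 5933 for brain against kidney tumors and 3096 for brain against retro-orbital tumors, there with more genes higher (1634) than lower (1462). Without a filter, 6 genes were called in non-transformed kidneys. Sex as a covariate gave 5 there, 175 for brain against retro-orbital tumors and 5 for fetal kidneys. No gene held over 5% of a library in the Sglt2-Cre table, so leaving such genes out was not run there. The fetal table holds only the compared groups, so a fit of all groups was not run for it.

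With mouse as a block, where fewer mice enter, 847 genes were called for kidney tumors against non-transformed kidneys, 0 for brain against kidney tumors and 2677 for retro-orbital against kidney tumors. The title prefix of the fetuses as a block gave 409.

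Across fits that each left out a mouse or fetus, counts ran from 1163 to 5856 for kidney tumors against controls, 1252 to 3873 against non-transformed kidneys, 0 to 10 for non-transformed kidneys, 1635 to 4089 for retro-orbital and 300 to 1528 for brain tumors against kidney tumors, 0 to 1316 for brain against retro-orbital tumors, 0 to 1247 for fetal kidneys and 956 to 2954 for the difference between the models. The number of lists called ran from 14 to 27.

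Among genes with an average log2 CPM of at least 4, the difference between the models held 1355 genes, Pearson's r was 0.3837 and Spearman's rho 0.2692. Leaving out a mouse or fetus gave 0.2388 to 0.3645 and 0.2487 to 0.303. The share of shared calls in the same direction was 89.09% with DESeq2, 92.58% with every library its own sample, and 90.61% to 100% with a mouse or fetus left out, where calls were shared. Camera called 47 lists with a preset and 0 with an estimated correlation. Of the 24 lists, none reversed.

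The sign of 2 genes with almost no change was not stable. Pax2 in kidney tumors against non-transformed kidneys was 0.006 with upper quartile factors, 0.023 without a filter, 0.010 with all groups, 0.012 with mouse as a block, and -0.091 to 0.149 with a mouse left out. Tfe3 in fetal kidneys was 0.023 with upper quartile factors, 0.039 with sex, and -0.135 to 0.046 with a fetus left out. For 95 results of single genes, the other settings cost a call 112 times and added a call 5 times, and leaving out a mouse or fetus cost a call 235 times and added a call 1 time.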

Other observations

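The tests on Pax8, tubular, muscle, skin, pigment, brain, Gpnmb and Y-linked transcripts, and that of the fold changes kept with sex, were chosen only after those results had been seen. The tests with GC content and transcript length offsets were added after the data had been examined, but before their own results were seen. The remaining tests were also written down before their results were seen.

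Other splits of the same mice were compared to the real ones, which are included in each count. For kidney tumors against controls, 1 of 84 splits gave as many genes and 2 of 84 as many lists. The nearest other split, with 4037 genes and 8 lists, set mice 2, 3 and 6 against the controls together with mice 1, 4 and 5. Against non-transformed kidneys, 1 of 85 drawn splits gave as many genes and 1 as many lists. For retro-orbital against kidney tumors these were 1 and 1 of 85, and for brain against kidney tumors 1 and 4 of 84. Among splits that part every pair of the same mouse, only the real one of 16, 16 and 8 gave as many genes, and designs of that size cannot reach a share under 0.05. For brain against retro-orbital tumors, 1 of 35 splits gave as many genes and 5 of 35 as many lists, so the list call there is within what regrouping gives. For non-transformed kidneys, 2 of 35 gave as many genes and 1 as many lists, so a count of 2 genes is also within it. The count does not say which genes are called or how large their changes are. For fetal kidneys, 2 of 56 gave as many genes and 4 as many lists, so the number of lists called there is within what regrouping gives as well. The split that gave more, 941 genes, exchanged dysmorphic fetus 5 for control fetus 1. That placed all 4 male fetuses in the same group and only females in the other, so the split follows sex, and in part the title prefix. With the prefix as a block, 409 genes were called for the real groups, and with sex as a covariate 5.

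Most calls for kidney tumors against controls held under corrections, but sex as a covariate also added calls, with 6118 genes called, of which 4198 were among the 4474. Of the 4474 genes, 93.8% stayed called with sex as a covariate, 94% with GC content offsets, 95.3% with transcript length offsets and 92.2% with counts thinned to the smallest library. For fetal kidneys the shares were 95.5% with GC content, 92.7% with transcript length and 98.2% with thinning, but 0.826% with sex. Loss of most calls with sex is what had been written down as the outcome if sex imbalance were the cause. The calls are lost as well in 6 of 8 fits that leave out a fetus, so sex and instability cannot be told apart for the calls. The number of genes with an unadjusted p under 0.05 did not fall with sex in the fit, at 4675 compared to 4609 without it. The median fold change kept 100.3% of its size with sex in the fit, and 605 of 605 genes kept their direction. This argues against sex as the cause of the fold changes.

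Tubular transcripts fell unevenly. The median of 30 of them was left at 0.513%, 1.17%, 1.7% and 17.5% of the control level in mice 6, 3, 2 and 1, but at 58.7% and 64.9% in mice 4 and 5. A smaller share of normal kidney would lower proximal and distal transcripts alike, and their medians differed by 0.41 on the log2 scale. Loss of the tubular program in tumor cells would lower both lists too, so these explanations cannot be told apart by this difference. Pax8 exceeded the tubular share in 5 of 6 mice (exact sign-flip test, two-sided p 0.0625) and Pax2 in 6 of 6 (p 0.0312, the smallest this design allows). The lowest difference was -0.058, for Pax8 in mouse 4. In mice 4 and 5 the log2 differences were -0.058 and 0.359 for Pax8 and 0.254 and 0.716 for Pax2. Remaining kidney tissue cannot be told apart from expression in the tumor there. In mice 1, 2, 3 and 6 they were 2.084 to 6.899 for Pax8 and 1.905 to 6.83 for Pax2. These values argue against remaining kidney tissue as the only source of Pax8 and Pax2 in those 4 mice.

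Gpnmb in non-transformed kidneys reached 5.37% of its tumor level. If tumor cells or tumor RNA were the source, other transcripts near 0 in controls would reach a like share. Among 40 such transcripts the median was 2.22%, and 10% reached the share of Gpnmb. With each control mouse in the place of a non-transformed kidney, the median was -0.0533% to 0.0327%. Some tumor material in these samples is consistent with this. Gpnmb exceeded the median in each of the 4 mice, so a response of non-transformed cells stays open as well.

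In dysmorphic fetal kidneys the lowest rise among the 5 most abundant muscle transcripts was 1.62 on the log2 scale, with Acta1 at 1890 CPM compared to 510 CPM in controls. All 10 skin transcripts of no other list rose, with a median of 2.83, among them Krt1 (947 and 165 CPM). Of these only Trp63 was called (edgeR adjusted p 0.0395), and Krt1 was not (edgeR adjusted p 0.379). Fry did not call the keratin list in fetal kidneys (adjusted p 0.0629). More muscle and skin in the sections may explain both patterns. Among the 5 most abundant brain transcripts in brain tumors the lowest rise was 3.27, with Mbp at 133 CPM compared to 14.4 CPM, and brain tissue in those samples is a candidate explanation. Of the 12 transcripts of the list 11 rose, while Nefl was at 12.2 CPM compared to 27.1 CPM, and fry did not call the list (median 4.71, adjusted p 0.197). For none of these was a biological explanation tested.

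Xist was lower in females with the fusion, by -1.93 on the log2 scale in kidney tumors (n = 4) and -1.76 in non-transformed kidneys (n = 2). The median of 7 other nuclear RNAs was -0.66 in kidney tumors and -1.01 in non-transformed kidneys, with members going both ways. In kidney tumors only Ftx fell further than Xist, by -2.99, at a low level of 0.101 CPM compared to 0.805 CPM. In non-transformed kidneys none fell further. The abundant Malat1 fell less, by -1.34 and -1.15. A part played by loss of nuclear RNA cannot be told apart from a lower Xist level. In male mouse 5, Xist was 5.6 CPM in the kidney tumor, 4.17 CPM in the retro-orbital tumor and 0.0997 CPM in the non-transformed kidney. The Y-linked level of the kidney tumor was 64.6% of that in the non-transformed kidney, near the 59.8% that female tissue would leave. The retro-orbital tumor was at 111%, where 80% would be left. In male mouse 1, Y-linked transcripts were 335 CPM in the brain tumor and 565 CPM in the non-transformed kidney. Xist was only 0.313 CPM in that brain tumor, so a lower Y-linked level also occurred with little Xist. The kidney tumors of mouse 1 were not lower, at 596 and 655 CPM. With 1 library for each tissue of mouse 5, mixing with female tissue cannot be told apart from expression of Xist in the tumor. A kidney tumor of female mouse 2 held 13.6 CPM of Y-linked transcripts and a library of control mouse 1 held 4.88 CPM.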
